A study of Streptomyces coelicolor with 12 samples. Its data were reported in "Comparative genomic hybridizations reveal absence of large Streptomyces coelicolor genomic islands in Streptomyces lividans" (2007).

How the data were processed

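Gene expression of Streptomyces coelicolor A3(2) strain M145 was measured over a liquid culture in R5-, an R5-based rich medium. Total RNA was taken at 8 time points, at 7, 11, 14, 16, 22, 26, 34 and 38 h. cDNA made from each RNA sample was labelled with an Alexa dye and hybridised to whole-genome arrays of S. coelicolor genes together with Cy3-labelled S. coelicolor genomic DNA. The genomic DNA serves as a common reference in which nearly all genes are present at the same copy number, so the ratio on a spot is a measure of the transcript level of that gene. The samples at 14, 22, 26 and 38 h were each put on 2 arrays and the others on 1 array, giving 12 arrays in total. The design text of the series counts 8 samples and calls the second arrays duplicates. Both arrays of a time point were therefore treated as repeats of 1 RNA sample that carry array error only. Whether RNA or cDNA was prepared again for the second array, and whether the samples came from 1 flask or several, is not given in the sources used here; a second preparation would add its own error to the spread between duplicate arrays.

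The deposited values are log2 ratios of cDNA over genomic DNA, which the authors quantile normalized between arrays. The direction of the ratio was taken from the dyes in the labels and the definition in the methods. Background correction, the filter on spots, the probe sequences and the rule by which a value was left empty are not given in the sources used here. The array medians lay between -0.85 and -0.79, as they must after quantile normalization, so a shift of total transcript between time points cannot be seen in these values. The zero of the scale has no fixed meaning in transcripts per cell. Because the ratio compares RNA with DNA on the same spot, levels of different genes can be ranked only as far as both labels behave alike on all probes. No spot intensities were used here, so signal over background is unknown.

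The table had 7450 rows named by locus tag, of which 95 carried a suffix for a second probe of a locus. Rows of 1 locus were averaged, which left 7406 loci; this rule was chosen after the row names were seen. In 40 loci with a probe marked "a" and a probe marked "long" on the same arrays, the first was higher in 39, by a median of 1.22 on the log2 scale, so the level of these loci depends on the probe. No row matched the annotation supplied for a related strain by locus tag. Genes are therefore named by locus tag, no coordinates are given, and gene functions are stated only where the text of the study gives them.

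Duplicate arrays were averaged first, so that every RNA sample counted once. Linear trends over time were fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3) with hours as a number, for loci measured at 6 or more of the 8 time points, with Benjamini-Hochberg adjustment and a threshold of 0.05. The residual spread of this fit holds both array error and departures from a straight line. Serial samples of 1 culture series are not independent replicates, so an adjusted p-value describes this series and does not extend to other cultures. The 4 samples put on 2 arrays were also compared by the F test of limma, with array error as the only error. Loci with 6 or more values over the 8 arrays and a value in each of the 4 samples were tested.

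The islands are the 25 segments that the study listed as absent from S. lividans: 23 islands and islets and both chromosome ends, taken by locus tag. High expression was taken as a maximum log2 ratio above 2.0 over the time points. This is the level used in the results of the study, which applied it over both of its media. A mean ratio above 0 was counted in addition. Neighbouring genes are not independent, so island genes were compared with all other genes by an exact test over all rotations of the island labels along the gene order, two-sided. Single segments and fixed ranges of genes were compared with every run of as many neighbouring probed genes, two-sided, with Benjamini-Hochberg adjustment over the segments or ranges. Only the range over time points, added later, was tested one-sided. Segments needed 3 or more probed genes. The 9 fixed ranges are stretches of consecutive locus tags and are described by locus tag only.

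The groups, tests, alternatives and the rule for naming genes were fixed before the data were examined. The following genes are named: a list of 24 absent genes drawn up in advance from the text of the study, from those it discusses for their expression or function, which leaves out other absent genes it names; the 10 island genes with the highest maximum among those measured at 6 or more time points; the 5 largest positive and 5 largest negative slopes among loci past the trend threshold with values at all 8 time points; and any island genes past that threshold, of which there were 0. A gene outside this rule is said to be so where it appears.

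Alternatives comprised leaving out each time point and each duplicate array, centring arrays on their medians, a further quantile normalization, log2 of hours, the later minus the earlier 4 time points, weights for duplicate arrays, a replicate block, an intensity-trended variance, other filters on missing values, thresholds of 1.5 and 2.5, the level exceeded by 14% of genes, the second highest time point, the 12 single arrays, islands without chromosome ends and Fisher's exact test. A term for the number of arrays per sample, 2 other rules for probe variants, a filter of 6 time points on the island count, the island slopes within the 4 samples on 1 array and the 4 on 2 arrays, the range over time points in place of the slope of a range of genes, and the later minus the earlier time points among loci with all 8 values were added after the data were seen.

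The trend fit, the F test, the rotation test and the test over runs of genes were tested on simulated data. With 200 of 7235 genes given a trend of 3 log2 units over the time span, the trend fit recovered 81.5% of them with the right sign, and 4.12% of its calls were false. With 200 of 6076 genes changed by 4 log2 units in 1 of the 4 samples, the F test recovered 100% and 3.38% of its calls were false. This simulation drew normal noise with 1 SD for all genes and arrays, and used only loci without empty values. The change was large against that noise, so full recovery says little. How the F test holds its error on the real arrays, whose SDs differ, was not tested. Values without an effect were drawn with the spread and the correlation between adjacent genes of the real maxima, and with no dependence over longer distances. On these the rotation test gave a p-value below 0.05 in 3.5% of 200 draws, and the test over runs did so in 4.4% of 1000 draws for a block of 30 genes. In the real maxima, the rotation test gave one for all of 40 random placements of the islands shifted by -0.3, and the test over runs for 73% of 100 blocks of 30 genes shifted by -0.6. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The truncated supplementary table of the study was not used, and cultures in the second medium of the study (SMM) were not analysed here.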

Results

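Transcript levels were followed over a culture of S. coelicolor M145 in R5- medium at 8 time points from 7 to 38 h. Each value is the log2 ratio of cDNA to genomic DNA for a gene, referred to below as its expression ratio. Of the 12 arrays, 8 were duplicate arrays of the samples at 14, 22, 26 and 38 h, and the samples at 7, 11, 16 and 34 h were each read on 1 array. Every time point was treated as 1 RNA sample, so no difference between time points has a biological replicate check. Out of 7450 rows, empty values made up 1.62% on the first 14 h array and 9.02% on the second 38 h array, the lowest and highest shares among the arrays. 6674 of the 7406 loci had a value at all 8 time points. The number of arrays limits the precision of each value.

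Duplicate arrays set the measurement error. Across genes, 2 arrays of the same RNA correlated with Pearson's r of 0.728 at 14 h, 0.787 at 22 h, 0.736 at 26 h and 0.632 at 38 h. These correlations are across genes, which are not independent replicates. The SD of a single array estimated from these pairs was 0.51, 0.46, 0.52 and 0.61 on the log2 scale, and 0.53 when pooled. Between 10.4% and 20.3% of genes differed by more than 1 log2 unit between duplicate arrays. A single value at 7, 11, 16 or 34 h therefore carries an array error of roughly the pooled SD, although no duplicate was made at those times to measure it.

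Samples close in time were not always the most alike. On the first array of each sample, Pearson's r across genes was 0.764 for 7 and 11 h and 0.712 for 26 and 38 h. It was 0.498 for 26 and 34 h and 0.374 for 14 and 34 h. The 34 h sample had the highest weight on the second principal component (0.86), which held 23.1% of the variance. The correlation between 34 and 38 h was 0.666.

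The first comparison asked which genes rose or fell over the culture. Among 7235 loci tested with limma, 46 had a linear trend at an adjusted p-value below 0.05, 24 rising and 22 falling, and 737 (10.2%) had an unadjusted p-value below 0.05. The alternative that moved this count most was the mean of the 4 later minus the 4 earlier time points, which gave 12 genes, 5 of them shared. Single time points also decided the count: it was 16 without 11 h, 22 without 14 h and 21 without 26 h, with 16, 21 and 20 of these genes shared with the full series. The balance of directions depended on single samples too, with 31 rising and 8 falling without 34 h, 21 and 10 without 7 h, and 14 and 23 without 38 h. Calls covered a change between 7 and 38 h of 1.94 log2 units or more in size.

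The largest rise was in SCO5074, whose fitted change over the 31 h span was 9.21 log2 units (SE 0.93, adjusted p = 0.0036, limma). Its expression ratio was -2.15 at 7 h, 4.36 ± 0.71 at 26 h (SD, 2 arrays) and 6.03 at 34 h. Among called genes with values at all 8 time points, SCO5073, SCO5079, SCO5088 and SCO5075 followed with fitted changes of 8.43, 8.00, 7.93 and 6.86 log2 units. All 5 genes lie within the range SCO5071 to SCO5092, which held 15 of the 46 called genes. The largest fall was in SCO2950, with a fitted change of -3.75 log2 units (SE 0.42, adjusted p = 0.0052, limma), from 4.12 at 7 h to 0.28 ± 1.01 at 38 h (SD, 2 arrays). Among the same genes, SCO3909, SCO1505, SCO5737 and SCO7352 followed with fitted changes of -3.49, -3.43, -3.35 and -3.29 log2 units. With an intensity-trended variance 21 genes passed, all of them rising, so the falling calls depend on how the variance is modelled.

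The 4 samples read on 2 arrays were compared with array error alone. With duplicate arrays treated as repeats of 1 RNA sample, the F test of limma called 64 of 7079 loci at an adjusted p-value below 0.05, and 653 (9.22%) had an unadjusted p-value below 0.05. 19 of the 64 were among the genes with a linear trend and 16 lay in SCO5071 to SCO5092. This test compares 4 RNA samples and not growth phases. Leaving out either 14 h array lowered the count, to 37 and 38 genes, and leaving out the first 38 h array raised it to 106.

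Fixed ranges of neighbouring genes were then followed as units. The median slope of SCO5071 to SCO5092 amounted to a change of 6.44 log2 units over 31 h (20 genes, adjusted p = 0.0050, exact test over runs of genes). Its median ratio was -0.45 at 22 h, 2.48 at 26 h and 4.77 at 34 h. SCO4701 to SCO4721 fell by 1.58 log2 units (21 genes, adjusted p = 0.0075, exact test over runs of genes) from a median of 5.35 at 7 h. SCO6273 to SCO6288 had a fitted change of 1.77 (adjusted p = 0.0187), although its median went from -1.35 at 11 h to 3.86 at 16 h and back to 0.85 at 38 h. SCO5877 to SCO5898 had a fitted change of 1.44 (adjusted p = 0.0187) with its highest median, 2.63, at 26 h. A straight line describes these last ranges poorly. SCO4562 to SCO4575 rose by 0.76 (adjusted p = 0.0464) and SCO5366 to SCO5374 fell by 1.07 (adjusted p = 0.0490). The ranges SCO3210 to SCO3249, SCO5718 to SCO5735 and SCO3473 to SCO3506 did not pass, with adjusted p-values of 0.186, 0.113 and 0.359. The range of the median profile over the time points, a test without a line, was chosen after the data were seen. It was one-sided, for a larger range only, and called 6 ranges. By that test SCO3210 to SCO3249 passed (adjusted p = 0.0295, one-sided exact test over runs of genes) and SCO4562 to SCO4575 did not (0.0755). Its calls are more lenient than those of the two-sided slope test, so the counts cannot be set side by side.

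Of the 9 ranges, 6 passed in the full series and 2 without the 7 h sample, SCO5071 to SCO5092 and SCO4701 to SCO4721. The median slope of SCO4701 to SCO4721 shrank from -0.0510 to -0.0289 log2 units per hour without 7 h (adjusted p = 0.0411, exact test over runs of genes), so much of its fall rests on that sample, read on 1 array. The adjusted p-values without 7 h were 0.327 for SCO6273 to SCO6288, 0.108 for SCO5877 to SCO5898, 0.0547 for SCO4562 to SCO4575 and 0.0988 for SCO5366 to SCO5374. The last of these also lost its call without 14 h (0.0600) or 22 h (0.0501) and without the second 14 h array (0.0544), after a further quantile normalization (0.0627) and for the later minus the earlier time points (0.0584). SCO3210 to SCO3249 gained a call without 14 h (0.0474), 34 h (0.0490) or 38 h (0.0216), with log2 of hours (0.0381) and for the later minus the earlier time points (0.0376). Within the 4 samples on 1 array and the 4 samples on 2 arrays, the change of SCO5071 to SCO5092 was 7.17 and 6.96 log2 units, and that of SCO4701 to SCO4721 was -1.98 and -1.46. SCO5877 to SCO5898 (1.80 and -0.79), SCO6273 to SCO6288 (2.44 and -2.12) and SCO3210 to SCO3249 (0.55 and -0.88) had opposite signs in these sets of samples, which cover different hours.

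**Figure D1:**
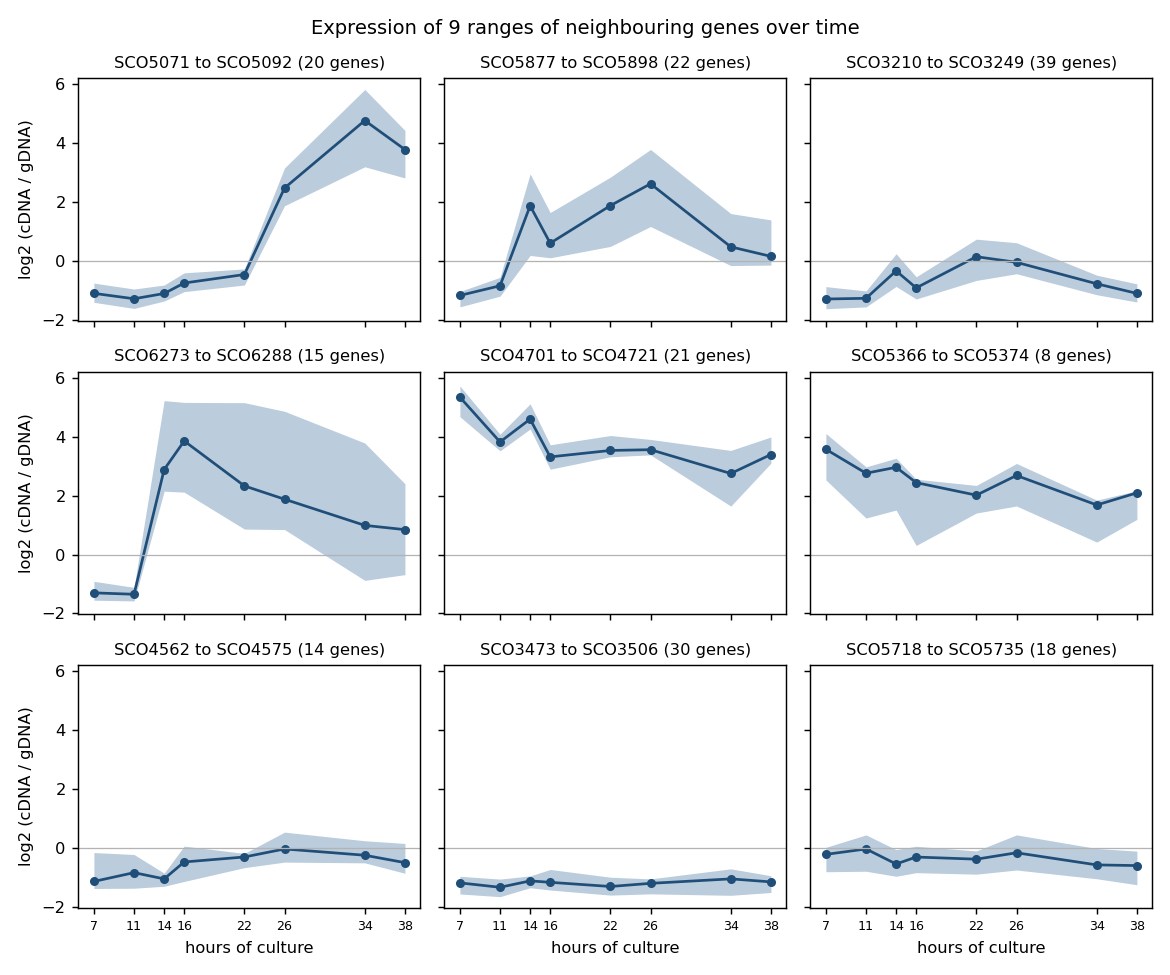
Expression ratios (y axis, log2 of cDNA over genomic DNA) of 9 ranges of neighbouring genes against hours of culture (x axis); points are the median over the genes of a range in 1 RNA sample and the band spans the quartiles of the genes, not an error. SCO5071 to SCO5092 goes from a median of -0.45 at 22 h to 4.77 at 34 h, while SCO3473 to SCO3506 stays at or below -1.05.

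The next comparison asked whether genes in the segments absent from S. lividans were expressed in S. coelicolor. Among 557 probed island genes, 32 (5.75%) had a maximum expression ratio above 2.0, against 616 of 6849 other genes (8.99%). The difference of -3.25 percentage points was not significant by the exact rotation test (p = 0.177). Among the 32 genes, 24 also had a mean ratio above 0. The 34 h sample decides much of this count. Without it, 17 island genes exceeded 2.0, and the difference from the other genes was -4.92 percentage points (p = 0.0480, exact rotation test). The count fell furthest, to 8, when the second highest time point was used in place of the maximum. It is also sensitive to the threshold, with 50 genes above 1.5 and 16 above 2.5. Of the 32 genes, 3 had been measured at a single time point and 25 at 6 or more.

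Without a threshold, island genes had a median maximum of -0.27 against -0.06 for the other genes, a difference of -0.21 log2 units (p = 0.0038, exact rotation test). The difference concerns the set of genes, not each gene. It ranged from -0.25 to -0.15 under the alternatives, all with p-values of 0.0100 or less; the smallest difference was that of the mean over time points.

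Island genes also differed slightly in slope. The median slope was 0.0054 log2 units per hour in 546 island genes and 0.00037 in 6689 other genes, a difference of 0.0050 (p = 0.0050, exact rotation test). The difference was 0.0054 within the 4 samples on 1 array (p = 0.0101, exact rotation test) and -0.00020 within the 4 samples on 2 arrays (p = 0.928, exact rotation test). It therefore did not hold within the samples read on 2 arrays. No single island gene had a linear trend: 0 of 546 passed in limma, and 24 had an unadjusted p-value below 0.05.

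Segment by segment, the maxima of none of the 25 segments differed from runs of as many neighbouring genes after adjustment. GI-2 (SCO3437 to SCO3506, 62 genes) had a median maximum of -0.57 and the lowest p-value (0.0098, adjusted 0.245, exact test over runs of genes). Its call changed with the first 14 h array left out, when 1 segment passed, and with the mean over time points in place of the maximum. Gi-15 (SCO5718 to SCO5735, 18 genes), which holds the bldB locus, had a median maximum of 0.45, higher than 88.4% of runs of that length.

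**Figure D2:**
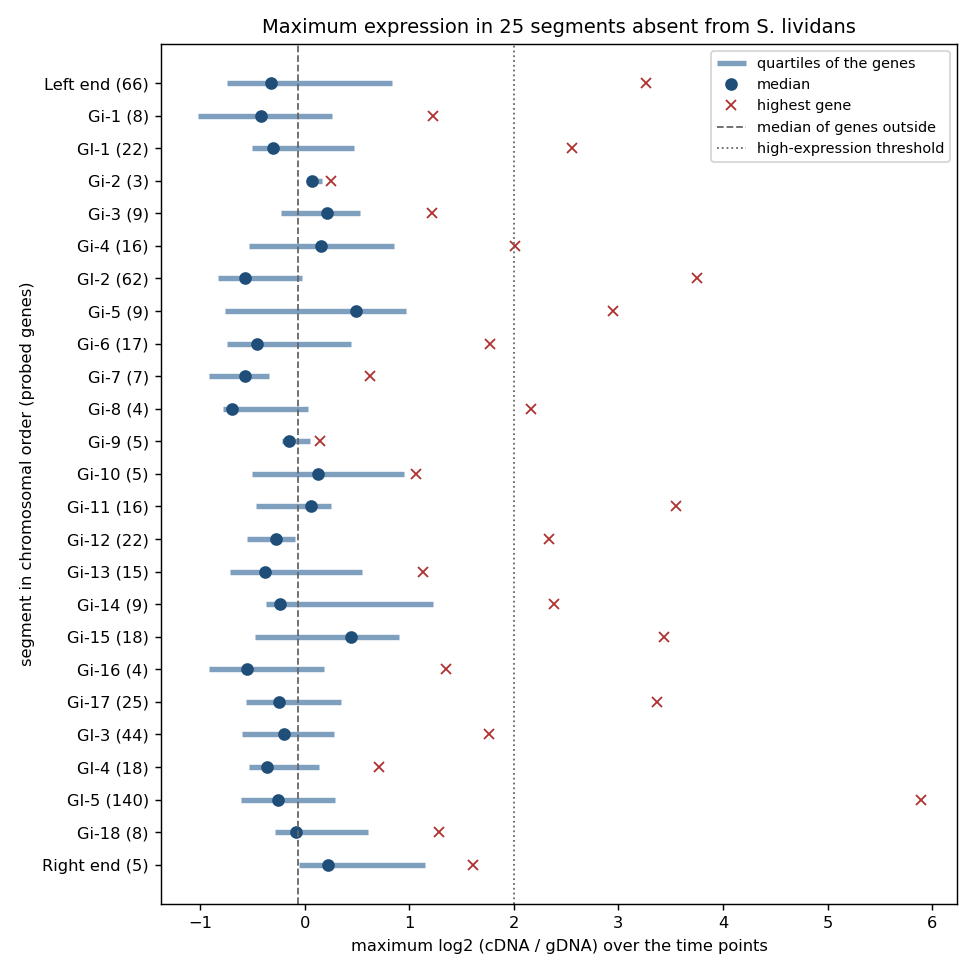
Maximum expression ratio over the time points (x axis, log2 of cDNA over genomic DNA) in the 25 segments absent from S. lividans (y axis, chromosomal order, number of probed genes in brackets); dots are medians, bars span the quartiles of the genes and crosses are the highest gene. The dashed line is the median of the other genes (-0.06) and the dotted line the threshold of 2.0; GI-2 has a median of -0.57 and Gi-15 of 0.45.

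The study names SCO3473 to SCO3506 within GI-2 as a block expressed in the other medium. In R5- its 30 probed genes had a median maximum of -0.72, and 0 of them exceeded 2.0; the highest reached 1.79. Only 0.176% of the 7377 runs of as many genes had a lower median (p = 0.0041, exact test over runs of genes). The call was the same under all 19 alternatives. The values in the other medium were not analysed here.

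**Figure D3:**
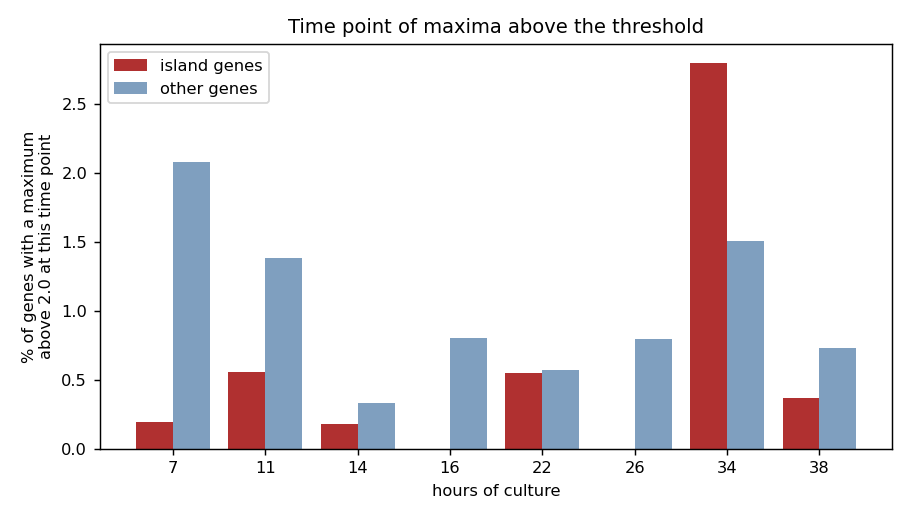
Share of genes (y axis, %) whose maximum expression ratio exceeded 2.0 and fell at each time point (x axis, hours), for island genes and the other genes, among genes measured at that time point and at 6 or more time points in all. At 34 h the share was 2.80% of island genes and 1.51% of the other genes, while at 7 h it was 0.191% and 2.08%.

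A list of 24 absent genes was drawn up in advance from those the study discusses, and does not hold every absent gene that it names. All 24 had values. Their median maximum was -0.36, 2 of them exceeded 2.0, and 6 had a mean above 0. None had a linear trend in limma, with 0 genes at an unadjusted p-value below 0.05 and 0 adjusted over the list alone. SCO5724 in Gi-15 had a mean of 2.40 and a maximum of 3.44 at 11 h, on 1 array; on duplicate arrays it was 2.09 ± 0.26 at 14 h, 2.23 ± 0.30 at 22 h, 1.84 ± 0.80 at 26 h and 2.15 ± 0.01 at 38 h (SD, 2 arrays). The superoxide dismutase gene sodF2 (SCO0999) in GI-1 had a mean of 1.88 and a maximum of 2.55 at 11 h, with a second highest value of 2.44. Its lowest value was 0.78 ± 0.15 at 22 h, and its duplicate arrays were far apart at 14 h, 1.21 ± 1.10 (SD, 2 arrays). The regulatory gene bldB (SCO5723) reached 0.99 at 11 h and its neighbour SCO5725 reached 1.77 at 26 h, which rose above the threshold without the first 26 h array.

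The methylmalonyl-CoA mutase genes SCO6832 and SCO6833 stayed at or below -0.89 and -0.58, although the study detected both proteins by LC-MS in R5 medium. The phage resistance genes SCO6627, SCO6628, SCO6637 and SCO6638 had maxima of -0.48, -0.53, -0.64 and -0.04. Their proteins were also found in proteomic experiments that the study cites. A low RNA ratio here is therefore no evidence that a gene is silent. The acyl-CoA dehydrogenase gene SCO6938 reached 1.64 at 34 h on 1 array and did not exceed -0.41 at the 6 other times measured; it had no value at 11 h. The agarase gene SCO3471 reached 0.01 at 34 h and at most -0.64 at the other times. Of the secreted protease genes, SCO5722 had a maximum of 0.45, or -0.12 without 11 h. SCO5731 had one of -0.37 at 14 h, where its arrays were far apart; it was -0.80 without the first and 0.36 without the second 14 h array. The remaining genes of the list, SCO0985, SCO0993, SCO0995, SCO2863, SCO4213, SCO4631, SCO5331, SCO5729, SCO6844 and SCO6885, had maxima between -1.08 and 1.26, the highest being that of SCO0993 at 34 h, which was 0.57 without that sample. SCO5729 went from 0.81 to 0.28 without 11 h, SCO4213 from -0.68 to 0.02 without the second 22 h array and SCO2863 from -0.35 to 0.23 without the first 38 h array.

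Among island genes measured at 6 or more time points, the highest maximum was 3.75 in SCO3454, at 34 h, with a second highest value of 0.69. SCO6933, SCO6953, SCO6895, SCO6318 and SCO4622 also had their maxima at 34 h, at 3.50, 3.45, 3.11, 2.93 and 2.81, and their second highest values were 1.75, 1.31, -0.18, 0.91 and 0.90. These 6 maxima each rest on 1 array. The other 4 of the 10 highest were SCO5724 and SCO0999, given above, SCO0036 with 2.87 ± 0.79 at 22 h and SCO6808 with 2.44 ± 0.33 at 22 h (SD, 2 arrays). SCO6808 was also above 2.0 at 26 h, at 2.24 ± 0.19, and SCO0036 at 14 h, at 2.45 ± 1.09.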

Values the study reported

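The study analysed this R5-based series together with cultures in a second, minimal medium. It reported 42 genes of the islands with a maximum log2 ratio above 2.0, and 20 of these with an average above 0. It placed the threshold of 2.0 at the top 14 percentile of expression values. It reported that over 93% of the island genes were not highly expressed. For SCO0999 it gave an average ratio of over 2.0 in the R5-based medium. A run of about 30 neighbouring genes, SCO3473 to SCO3506, was reported to be highly expressed in the minimal medium only. The study also used protein data. It detected the methylmalonyl-CoA mutase subunits by LC-MS in R5 samples, and it reported phage resistance proteins and some proteins of the bldB locus from proteomic experiments.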

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

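The term for the number of arrays, 2 rules for probe variants, the filter of 6 time points on the island count, the island slopes within samples of like array number, the range over time points for fixed ranges and the later minus the earlier time points among loci with all 8 values were chosen after the data were seen. The lower median maximum of island genes and the low maxima of SCO3473 to SCO3506 kept their direction and call under all alternatives run for them (24 and 19). The difference in median slope of island genes kept both under 21 of 22 alternatives. It turned to -0.00020 (p = 0.928, exact rotation test) within the 4 samples on 2 arrays; the cause was not tested, and those samples start at 14 h. The number of genes from the list of 24 above 2.0 was 2 under 17 of 18 alternatives and 3 without the first 26 h array, where SCO5725 reached 2.26.

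The count of 46 genes with a linear trend became 12 with the later minus the earlier time points (25 among loci with all 8 values, 11 of them shared with the 12), 21 with an intensity-trended variance and 35 with the term for the number of arrays. With log2 of hours it was 67, of which 17 rose and 50 fell. Leaving out a time point or a duplicate array gave 16 to 56 genes; the counts over 1.5 times lower were 16 without 11 h, 22 without 14 h and 21 without 26 h. Fewer time points leave fewer degrees of freedom, and why these 3 samples weigh most was not tested. For the 4 samples read on 2 arrays the count of 64 ranged from 37 to 106 when an array was left out. It was 37 and 38 without the first and second 14 h array and 106 without the first 38 h array; the cause was not tested.

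The array numbers do not pair the samples: deviations of same-numbered arrays from their sample means correlated with r from -0.12 to 0.21 over the 6 pairs of samples. With a replicate block, the trend fit on all 12 arrays called 77 genes, 43 of them shared with the main count, and the F test called 63.

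The difference in the share of island genes above the threshold was negative throughout, from -4.92 to -2.71 percentage points when a sample or array was left out. It passed its test without 34 h (-4.92), at the level exceeded by 14% of genes (-5.43, 50 island genes above) and in Fisher's exact test (-3.25, p = 0.0079), which takes neighbouring genes as independent. The count of 32 island genes was 50 at a threshold of 1.5, 16 at 2.5, 8 with the second highest time point and 19 among loci measured at all 8 time points, and ranged from 17 (without 34 h) to 36 when a sample or array was left out. The count that also had a mean above 0 was 24, and became 15 at 2.5, 8 with the second highest time point and 11 with all 8 time points measured. A stricter threshold or filter lowers such counts by construction.

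The number of segments that differed was 0, ranged from 0 to 1 when a sample or array was left out (1 without the first 14 h array) and was 1 with the mean over time points; each time it was GI-2, and the cause was not tested. Of the fixed ranges, 6 passed, with 2 to 7 when a sample or array was left out and 2 without 7 h. The cause was not tested. With the range over time points, tested one-sided, 6 passed. Centring the arrays moved the F test count from 64 to 63 and changed no call of the island, segment and fixed-range tests. Signal over background is unknown in these values, so no limit from weak spots could be set.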

Other observations

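All tests of the island maxima at 34 h, the neighbour test at 34 h without the fixed ranges, the term for the number of arrays and the later minus earlier comparison among loci with all 8 values were chosen after the results were seen. No pattern here has replicate RNA samples behind it.

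The trend over time was set against other orders of the samples. Among 6674 loci with all 8 values, 44 had a linear trend, and 1 of 100 random orders, the real one included, gave as many; no other order gave any. For the later against the earlier 4 samples, 25 of these loci passed and 1 of the 35 splits gave as many. The same comparison called 12 genes among the 7235 loci measured at 6 or more time points, 11 of them shared, so its size depends on the filter for empty values. Orders and splits were not run for the 7235 loci. Among the complete loci counts as large were rare, which makes chance unlikely for both. With 100 orders and 35 splits chance cannot be excluded. The next largest split, with 16 genes, put 7, 11, 16 and 34 h on one side, which are the samples read on 1 array. A difference between samples read on 1 and on 2 arrays is therefore a technical explanation to weigh for the trend. Slopes fitted within these sets of 4 samples correlated across genes with r = 0.279 (Spearman's rho 0.125, p = 0.00015, the smallest the exact rotation test can give), which argues against it as the whole cause. With a term for the number of arrays, 35 genes passed and 28 were shared. The low rho leaves open how far the many small slopes are shared. Growth phase stays open as the biological explanation and was not tested, since each phase is 1 sample.

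Island maxima piled up in a single sample. 15 of the 32 island genes above 2.0 (46.9%) had their maximum at 34 h, against 100 of 616 other genes (16.2%), and 9 of the 15 lie in GI-5. Only 8 of the 32 (25%) exceeded 2.0 at a second time point, against 51.5% of the other genes. Both shares count loci measured at a single time point, which could not do so. There were 3 of these among the 32 and 48 among all loci above 2.0. Wider spread of the 34 h array among weakly expressed genes may produce such peaks. Draws of other genes matched on their mean over the remaining 7 time points gave 4.66 peaks on average and at most 12 in 1000 draws, which argues against a spread that acts on each gene separately. The draws take genes as independent. When the island labels were rotated along the gene order, 7.98% of placements gave 15 or more, so a deviation shared by neighbouring genes at 34 h is not excluded. The median deviation at 34 h was 0.02 in island genes and -0.08 in the others (p = 0.0231, exact rotation test). At 38 h the 15 genes fell to between -1.31 and 1.75. They were picked for a maximum at 34 h, so a fall was set by the choice, which also left out genes still rising at 38 h. The fall therefore cannot decide whether a rise lasts to 38 h. A rise of island genes at 34 h, brief or lasting, a spatial effect on 1 array and a labelling difference between DNA of unlike composition stay open. A second array of the 34 h RNA would separate the first from the second.

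The 34 h array was set against the mean of the first 26 h and 38 h arrays, to ask whether its deviation looks like array noise. Neighbouring genes deviated together at 34 h, with r = 0.0976 over 5691 neighbouring pairs (95% interval 0.0717 to 0.125 by resampling blocks of genes). The 4 differences between duplicate arrays gave 0.0215 to 0.0416, with a highest upper limit of 0.0682. Over all genes this argues against single-array noise as the whole cause. Without the 9 fixed ranges of genes the 34 h value was 0.0777 (95% interval 0.0544 to 0.0994), and the highest upper limit of the duplicate arrays was 0.0653. The 34 h value lay above the upper limits of all 4 duplicate differences, and its lower limit above their values of 0.0248 to 0.0380. The intervals still overlap, and the difference itself was not tested. Outside these ranges the values therefore lean against array noise as the whole cause without excluding it. The same measure, each time on single arrays against an earlier and a later sample, was taken for other time points. It was 0.248 for 11 h, 0.0821 for 26 h (against 22 and 38 h), 0.0819 for 16 h and 0.0489 for 22 h. It varies widely between samples. Among those measured only 11 h lies above 34 h, by a wide margin, and the 22 h value lies within the limits of the duplicate arrays. Print order on the arrays follows the genome to an unknown extent and stays open.

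Lower maxima in islands could reflect where islands lie. The median of each island or islet was below that of the 10 probed genes on either side in 18 of 23 cases, by -0.159 on average (permutation p = 0.0912, signs of the 23 differences drawn at random 100000 times). The count and the median difference of -0.143, which weigh every segment alike, lean against position on the chromosome as the whole cause. The segments with the most genes, GI-5 (140 genes) and GI-2 (62 genes), differed from their flanks by only -0.058 and -0.061. Their flanks had medians of -0.20 and -0.51, so position stays open for the low maxima of these islands. The test of the average did not pass, and the largest single difference, 1.07 in Gi-5, goes the other way. With 23 segments a part played by position therefore cannot be excluded, although the average lies on the side of the genome-wide difference. Probe composition was not tested.

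Whether neighbouring island genes are less similar in profile than other neighbours could not be settled. The median correlation over the 8 time points was 0.0960 for 380 island pairs and 0.116 for 5279 other pairs (difference -0.02, p = 0.582, exact rotation test). Other pairs matched on level gave 0.0845. The difference was in the lower direction but not significant, so whether low expression accounts for it is left open.

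Taking a maximum picks out noise, so the island genes above 2.0 were checked on duplicate arrays. Of 8 such genes whose highest time point had values on both arrays, 5 were above 2.0 on both (62.5%, exact 95% interval 24.5% to 91.5%), against 74.5% of 141 other genes. Array noise as a source of the count cannot be told apart from expression with so few genes.

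Sparsely measured loci were unusually high. 85 loci had a value at a single time point, and 48 of them (56.5%) exceeded 2.0, against 7.49% of the loci measured at all 8. Their median value of 2.71 lies at the 98.5th percentile (median over genes) of the complete loci on the same sample. If spots with a high ratio were left out more often, genes empty on the other array of a sample should be higher on each of the 8 duplicate arrays. They were higher on 6, by up to 2.22 at 14 h, and lower on both 38 h arrays (-0.14 and -0.15). The explanation therefore cannot be told apart from others such as a weak genomic DNA signal, for which no spot intensity was used here. No biological explanation was tested.

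The share of all probed genes above 2.0 was 8.75%. That is lower than the value quoted from the study above. The study also counted a second medium, which was not analysed here, so the populations differ. For SCO0999 the mean over time points was 1.88, which is also below the average of over 2.0 quoted from the study. That average was given for the R5-based medium, so the second medium cannot account for it. How the study averaged its arrays is not given in the sources used here.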
